A study of Mus musculus with 2 samples. Its data were reported in "Multiscale profiling of protease activity in cancer" (2022).

How the data were processed

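Lungs of 3 WT mice and of 3 EA mice were pooled into 1 single-cell suspension per group, depleted of CD45-positive cells, enriched for viable cells and loaded as 1 droplet library each. In the EA lungs tumours were first separated from the tissue around them, and the study's methods name both parts as material for the suspension. For each library the authors deposited raw UMI counts per gene and barcode, made from the reads with Cell Ranger 3.0.2 on the mouse genome GRCm38 and limited to barcodes that the software called as cells. The count files hold whole numbers with no normalization, and the lowest barcode has 500 UMIs. The submitters' processing notes also name Scanpy 1.7.2, and the release of the gene annotation is not stated. Of the 32285 features, 32158 gene identifiers (99.6%) were found in GENCODE mouse release 21, from which coordinates were taken. Cell types were rebuilt here from markers, and a difference from the study's own classes may come from that.

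Cells were filtered by the thresholds that the study states. A barcode was kept with over 200 and under 4000 detected genes, under 5% mitochondrial counts and no UMI of Ptprc, and genes seen in fewer than 3 cells were left out of the clustering. The gene limits left 14798 WT and 19980 EA barcodes, the mitochondrial limit 10259 and 11602, and the Ptprc rule 10254 and 9457, with 22492995 and 23789340 UMIs in all. Both libraries were female by Xist, with 0 UMIs of the Y-linked genes Ddx3y, Uty and Eif2s3y.

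Each library was clustered on its own with scanpy 1.11.5, anndata 0.12.19 and igraph 0.11.9 in Python 3.11.15. Counts were scaled to 10000 per cell and log-transformed, 2000 highly variable genes were scaled with a maximum of 10, and 50 principal components and 15 neighbours were used for Leiden clustering at a resolution of 0.25 with 2 iterations. Clusters that stayed unnamed or held 2 or more markers of another class, and the stroma, were divided again with 30 components at a resolution of 0.5. A marker counted for a cluster when it was found in at least 5% of its cells and at least 2-fold above the mean of the other clusters, with 50 CPM added to each. Among the types with at least 3 such markers, the name was that of the type with the highest mean log2 fold over its markers. A cluster stayed unnamed if its top 10 genes at 100 CPM or more held more markers of another class than of its own, or if it was shallow and they held none of its own, and a sub-cluster also if it held 3 or more markers of another lineage. The 27 marker lists were fixed in advance, but the naming rule and the division of clusters were set after first clusters had been looked at. Class names therefore stand for cells like that type. A few named clusters were led by genes of other kinds: 512 WT general capillary cells by stress genes such as Hspa1a, 294 by interferon genes, 381 EA general capillary cells by Igfbp3, 155 by cell cycle genes and 895 EA alveolar cells by Lcn2. Doublets were not removed in the main processing. Scrublet scores were computed for each library at an assumed rate of 5%, but the caller marked 0 cells in both libraries, so it is not taken to have worked.

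UMIs were summed over the cells of a class in a library and divided by the class total to give CPM. Shares of cells carry exact Clopper-Pearson intervals and CPM values exact Poisson intervals, and the log2 ratio of EA over WT carries the exact interval of a binomial share given both totals (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3). All intervals are at 95%. With 1 library per group no test was run, and no gene was called changed. A class was compared where both libraries held at least 50 of its cells, which left general capillary cells, aerocytes, venous and lymphatic cells, alveolar epithelium, stroma and erythroid cells. A gene with 0 counts in a library entered ratios with 3 counts in the class, and its fold is then a lower bound. No fold is given where both groups are at or under that floor. Shares of cells with a UMI were also computed after thinning each cell to 1000 UMIs, leaving out the shallower cells, which kept 8769 WT and 7489 EA cells over all classes.

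Genes to be named were fixed by a rule before the data were examined, as were the gene lists, the compared classes and the first set of alternatives. In general capillary cells and alveolar epithelium the rule takes the 8 genes with the highest and the 8 with the lowest log2 ratio among genes with a mean of at least 100 CPM and at least 30 UMIs, without mitochondrial, ribosomal protein and haemoglobin genes, and the 5 highest and 5 lowest by the ratio minus the median ratio of the gene in other classes. In aerocytes and stroma it takes the 5 highest and 5 lowest. All members of the PDGF and CXCL12 axis list, Alk and Eml4 were added, and from each other list the 4 members with the largest absolute ratio at 20 CPM or more. Not all genes that the rule picks are reported here. Genes named outside the rule were chosen after their values were seen: these include protease genes in other classes and genes of unnamed clusters.

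The 16 lists were the PDGF and CXCL12 axis, angiogenesis, serine proteases, metalloproteases, cathepsins, protease inhibitors, alveolar type 2 identity, alveolar type 1 identity, alveolar injury and tumour-cell state, MAPK output, proliferation, dissociation and immediate early genes, interferon and antigen presentation, endothelial activation, matrix and fibroblast activation, and hypoxia and glycolysis. A member counted as measured with at least 10 UMIs over both libraries in the class. The median log2 ratio of the members was set against the medians of 10000 random lists of the same size, each member replaced by 1 of the 50 genes nearest to it in mean expression, and its counting interval was drawn from 1000 resampled sets of counts. The percentile is a position among random genes and not a test, since genes are not independent replicates. The procedure was tested on simulated Poisson counts drawn from the mean profile of both libraries at their own depths. In these, 200 genes per class, among those at 20 CPM or more, were given a 2-fold or 4-fold change up or down. The draws hold no variation between mice, cells or clusterings and no shared expression within lists. They therefore check the handling of counts only. A 2-fold change was recovered in direction for 100% of genes in all 4 main classes, and its interval excluded 0 for 100% of them in general capillary cells, 89.7% in aerocytes, 96.9% in stroma and 80.4% in alveolar epithelium. Of 80 unchanged lists, 2 fell below percentile 5 and 3 above percentile 95.

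Class shares, list medians in the 4 main classes and the ratios of named genes there were recomputed with 1 choice changed at a time, as were the ratios given for venous and lymphatic cells and the erythroid values set beside other classes, which were chosen after seeing the data: cells with Ptprc UMIs kept, a mitochondrial limit of 10%, only cells with at least 1000 UMIs, cells thinned to 1000 UMIs, both libraries clustered together, a resolution of 0.5, median-of-ratios scaling, the mean of log-normalised cells, totals without mitochondrial, ribosomal and haemoglobin genes, list members at 20 CPM or more, and cells called by Scrublet left out. Alternatives chosen after seeing the data left out the 5% of cells with the highest Scrublet scores (512 WT and 472 EA cells), the general capillary clusters led by Igfbp3 or cell cycle genes, general capillary cells with a UMI of Gja5 or Bmx, the Lcn2-led alveolar clusters, and the stromal sub-clusters led by markers of another class. Figures were drawn with matplotlib 3.10.9. The protein and activity measurements of the study are in other data and were left out, as were arterial, club, ciliated, mesothelial and leukocyte cells from comparisons of expression, since 1 of the libraries held fewer than 50 of each.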

Results

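Single-cell RNA sequencing was carried out on lung cells from healthy wild-type mice (WT) and from tumour-bearing Eml4-Alk mice (EA). In the EA model, an adenovirus delivered to the lung carries Cas9 and a pair of guide RNAs. These join part of Eml4, which encodes a microtubule-associated protein, to the kinase part of Alk. Alk encodes a receptor tyrosine kinase best known from the nervous system. By the study's methods the healthy controls were given no adenovirus, so differences between the groups also carry exposure to it. Each group was represented by 1 droplet library that pooled the lungs of 3 mice aged 18 to 22 weeks, and the EA mice were taken 11 to 12 weeks after tumour induction by the sample label or 10 to 12 weeks by the protocol text. There were therefore no replicate libraries and no test could be run. The intervals given are exact 95% intervals that cover counting error only. Cells positive for CD45, the common leukocyte antigen encoded by Ptprc, had been depleted before loading. The WT library held 15867 barcodes and 32288542 unique molecular identifiers (UMIs), with a median of 1601 UMIs per barcode. The EA library held 21856 barcodes and 55188067 UMIs, with a median of 1650. After filters on gene number, mitochondrial counts and Ptprc, 10254 WT cells and 9457 EA cells were kept, at median depths of 1783 and 1806 UMIs. Expression is given as CPM, the UMIs of a gene scaled to the same total in every cell class, and log2 ratios are EA over WT.

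The first comparison asked which cell types made up each lung, as the basis for placing ligands, receptors and proteases in cells of the tumour vasculature. Endothelial cells were the most numerous cells in both libraries, at 74.8% (73.9 to 75.6) of kept WT cells and 62.0% (61.1 to 63.0) of kept EA cells. Alveolar epithelium, the tissue from which these tumours arise, made up 0.751% (0.593 to 0.938) of WT cells and 14.7% (14.0 to 15.5) of EA cells, or 77 and 1394 cells. At a mitochondrial limit of 10% the share of alveolar epithelium cells was 1.82% in WT (254 of 13951 cells) and 13.6% in EA (1906 of 13978 cells), a smaller contrast. Over all barcodes, before any filter, the type 2 cell gene Sftpc was 9942 CPM in WT and 21957 CPM in EA. All WT barcodes held 321004 Sftpc UMIs, while the kept WT alveolar cells held 379783 UMIs of all genes together. By Sftpc RNA over whole libraries the contrast was therefore smaller than by kept cells. Most of the EA alveolar cells were in a cluster led by Lcn2, whose quality is left open below. General capillary cells, which renew the capillary bed and carry Gpihbp1 and Kit, were 6405 of the WT cells (62.5%) and 5118 of the EA cells (54.1%). Aerocytes, the Car4-positive capillary cells that face the airspace, were 9.16% (8.50 to 9.86) of WT capillary cells and 7.10% (6.43 to 7.81) of EA capillary cells. Stroma, which joins fibroblasts, smooth muscle cells and pericytes, was 12.7% (12.1 to 13.4) of WT cells and 6.89% (6.39 to 7.42) of EA cells.

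Other classes were smaller. Venous cells were 2.65% of WT and 1.80% of EA cells, lymphatic cells 1.42% and 1.99%, and erythroid cells 3.29% and 4.68%. Club cells, the Scgb1a1-positive secretory cells of the airways, numbered 28 in WT and 158 in EA, and ciliated cells 13 and 66. Macrophages, lymphocytes and neutrophils together were 6.57% of the EA cells and 0 of the 10254 WT cells, which allows a share of up to 0.0360%. Arterial cells were 1.91% of WT cells and 0 of 9457 EA cells, but 149 EA cells were named arterial when cells with Ptprc UMIs were kept, 46 when the libraries were clustered together and 59 at a clustering resolution of 0.5. Clusters that met no marker rule held 7.99% of WT and 2.71% of EA cells. The depletion of CD45-positive cells and the limit on mitochondrial counts, which removed 4539 WT and 8378 EA barcodes, can set all of these shares.

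**Figure D1:**
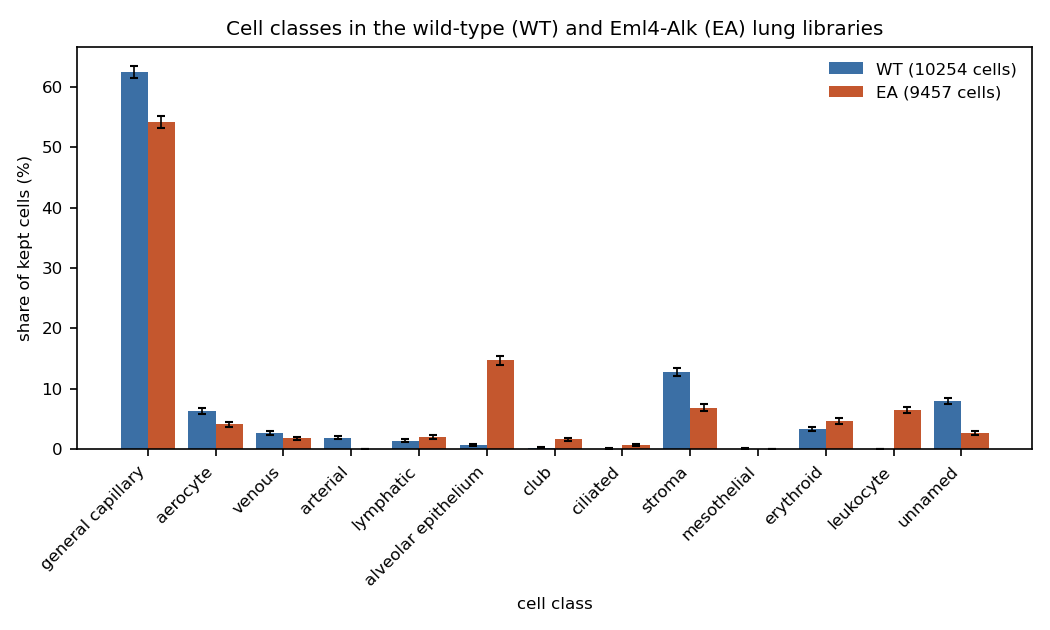
Bars show the percentage of kept cells in each of 13 cell classes in the WT and EA libraries, with exact binomial 95% intervals. Alveolar epithelium stands at 0.751% in WT and 14.7% in EA, and general capillary cells at 62.5% and 54.1%.

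The next comparison checked the genotype of the tumour-bearing lungs through Alk, since the rearrangement places the 3' part of Alk behind the Eml4 promoter. Alk transcripts were seen in EA alveolar epithelium and were nearly absent from the other cells. Alk (ENSMUSG00000055471, GRCm38 chromosome 17, 71868972 to 72604627) had 38 UMIs in EA alveolar cells, or 6.86 CPM (4.85 to 9.41), spread over 2.73% of cells. In WT alveolar cells it had 0 of 379783 UMIs, which stands at 7.90 CPM on the floor of 3 counts, so a difference within this class was not detectable at this depth. General capillary cells, which should lack Alk, had a UMI in 0 of 6405 WT cells and in 0.0195% of EA cells. Median depths were 4006 (WT) and 2279 UMIs (EA) in alveolar cells and 1653 and 1552 UMIs in capillary cells. With the mean of log-normalised cells in place of summed counts the EA level was 2.59. Eml4 (ENSMUSG00000032624, chromosome 17, 83350931 to 83480361) was alike in both libraries, at 31.6 CPM in WT and 33.7 CPM in EA alveolar cells and at 46.1 and 43.1 CPM in general capillary cells.

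To ask which cells supply PDGF ligands and CXCL12 to pericytes and other perivascular cells, these genes were compared class by class. Cxcl12 and Pdgfb were both higher in the general capillary cells of EA lungs. Cxcl12 encodes a chemokine that attracts cells bearing its receptor CXCR4, and its level in general capillary cells was 863 CPM (847 to 880.4) in WT and 1862 CPM (1834 to 1889) in EA, 2.16-fold higher (log2 1.11, 1.07 to 1.14). Pdgfb encodes the endothelial growth factor that recruits pericytes, and its level in the same cells was 268 CPM (259 to 278) in WT and 402 CPM (389 to 415) in EA (log2 0.58, 0.52 to 0.65). In aerocytes Pdgfb was 409 CPM (381 to 438) in WT and 724 CPM (676 to 774) in EA, 1.77-fold higher (log2 0.82, 0.68 to 0.96), and Cxcl12 was 95.8 and 278 CPM (log2 1.54, 1.28 to 1.80, and 2.98 without the cells of highest doublet score). The aerocyte difference in Cxcl12, 182 CPM, was no larger than that in erythroid cells (193 CPM), which should lack the gene, so it is not set apart from background RNA. The erythroid class also held Malat1, a nuclear RNA, in both libraries. It may therefore hold RNA of nucleated cells and is not a clean gauge of background RNA. In stroma Cxcl12 was 264 CPM higher in EA than in WT, and the differences were 48.1 CPM in alveolar and -19.9 CPM in lymphatic cells. The classes thus show no common amount of background RNA, and the source of the aerocyte difference is left open. In venous cells Pdgfb was lower, at 145 CPM in WT and 91.3 CPM in EA (log2 -0.66, -1.19 to -0.16). Cxcl12 was 379.7 and 306 CPM there (log2 -0.31, -0.60 to -0.03), but its ratio was 0.15 with Ptprc cells kept and 0.0646 without the cells of highest doublet score.

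Cxcl12 (ENSMUSG00000061353) lies on chromosome 6 at 117168535 to 117181367 and Pdgfb (ENSMUSG00000000489) on chromosome 15 at 79995874 to 80014977. A Cxcl12 UMI was found in 55.1% of WT and 72.2% of EA general capillary cells. After each cell was thinned to 1000 UMIs, which kept 5730 WT and 3894 EA cells, the shares were 43.1% and 66.6%. In alveolar cells, which should lack Cxcl12, the shares were 9.09% and 13.8%, and 5.36% and 9.04% after thinning. A Pdgfb UMI was found in 34.6% and 43.2% of general capillary cells (22.5% and 30.2% after thinning) and in 64.7% and 79.0% of aerocytes (31.3% and 50.9% after thinning). In stroma, which should lack Pdgfb and had median depths of 2967.5 and 2731.5 UMIs, the shares were 5.60% and 6.75%, and 0.791% and 2.35% after thinning. The highest Cxcl12 level of any WT class was in arterial cells, at 2036 CPM (1911 to 2166).

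The atypical CXCL12 receptor gene Ackr3, whose product takes up the chemokine, was 38.4 CPM in WT and 160.4 CPM in EA general capillary cells (log2 2.06, 1.91 to 2.22) and 214 and 512 CPM in venous cells (log2 1.26). In aerocytes it was 5.04 and 65.7 CPM (log2 3.70, and 4.83 in thinned cells), next to 11.4 and 39.0 CPM in erythroid cells. Cxcr4 itself was 19.9 CPM in WT and 18.9 CPM in EA general capillary cells and 127 CPM in WT arterial cells. Pdgfa, which encodes the ligand of PDGF receptor alpha, was 19.4 and 42.7 CPM in general capillary cells (log2 1.14, 0.90 to 1.38), and Pdgfd was 52.3 and 45.8 CPM. Over the list of PDGF and CXCL12 axis genes, 4 of 8 measured members were higher and 4 lower in EA general capillary cells, with a median log2 ratio of 0.26 (percentile 96.7 of random gene lists), which was 1.11 over the members at 20 CPM or more. In aerocytes 4 of 7 members were higher, with a median of 0.82 (percentile 100), which lay between 1.54 and 1.93 when cells were thinned, when members under 20 CPM were left out or when cells of highest doublet score were removed. In erythroid cells 4 of 6 members were higher, with a median of 0.53 (percentile 99.7). Medians of log2 ratios do not measure amounts of RNA, so whether the list medians carry background RNA cannot be told from this.

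**Figure D2:**
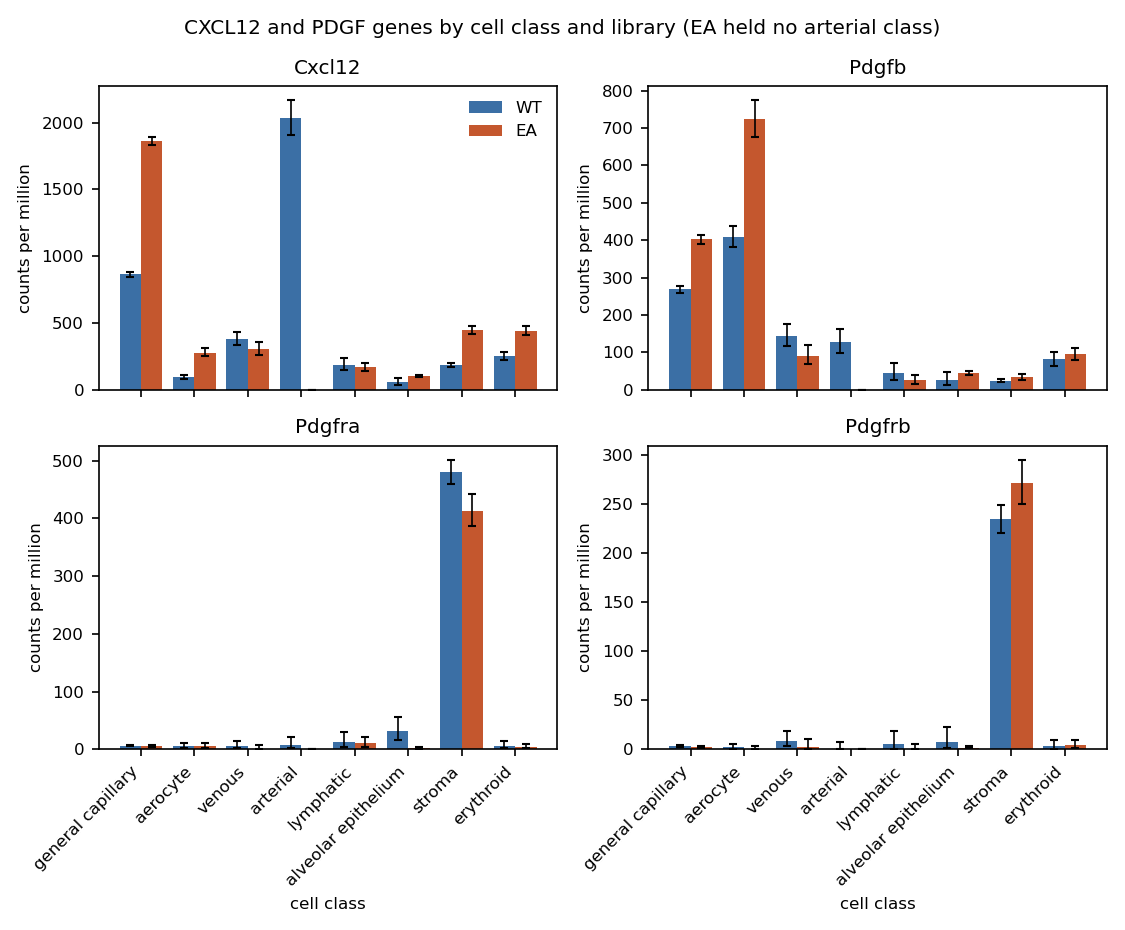
Bars show summed expression in CPM of Cxcl12, Pdgfb, Pdgfra and Pdgfrb in the cell classes of the WT and EA libraries, with exact Poisson 95% intervals. Cxcl12 stands at 863 CPM in WT and 1862 CPM in EA general capillary cells, and Pdgfra and Pdgfrb are highest in stroma.

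The receptors were compared in stroma to ask whether the cells that receive PDGF differed between the lungs. Both receptor genes were carried by stroma at similar levels in WT and EA in the summed counts, which include sub-clusters led by genes of other cells. Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215), a receptor gene of fibroblasts, was 480.1 CPM (460.1 to 501) in WT and 413 CPM (386 to 442) in EA, a log2 ratio of -0.22 (-0.33 to -0.10). Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061), the receptor gene of pericytes, was 234 CPM (220.3 to 249) and 271 CPM (249.7 to 294), a log2 ratio of 0.21 (0.06 to 0.36). General capillary cells held 6.49 and 5.29 CPM of Pdgfra and 3.08 and 2.54 CPM of Pdgfrb. A Pdgfra UMI was found in 47.1% of WT and 48.8% of EA stromal cells (26.9% and 33.5% after thinning), against 0.968% and 0.938% of general capillary cells. The shares for Pdgfrb were 38.4% and 33.9% (19.5% and 19.0% after thinning), against 0.562% and 0.410%.

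Pericytes, the contractile cells that wrap capillaries, were 105 of 1304 stromal cells in WT (8.05%, 6.63 to 9.66) and 18 of 652 in EA (2.76%, 1.64 to 4.33), a difference of -5.29 percentage points. Directions in stroma depended on the processing. In thinned cells the log2 ratio was 0.12 for Pdgfra and -0.05 for Pdgfrb, with the mean of log-normalised cells it was 0.00 and -0.36, and the pericyte difference was 3.63 points among cells with at least 1000 UMIs, -0.326 without the cells of highest doublet score, -0.877 at a mitochondrial limit of 10% and -1.92 at a resolution of 0.5. Sub-clusters that met no marker rule, among them ones led by endothelial or erythroid genes, held 28.5% of WT and 71.0% of EA stromal cells. Those led by endothelial or erythroid genes held 93, 105 and 19 cells in WT and 201 and 70 cells in EA. These sub-clusters were a larger part of the EA class than of the WT class, and can lower its receptor levels and pericyte share more. The receptor levels and pericyte shares in stroma therefore also carry the make-up of the class. Similar summed levels do not show that the stromal cells themselves were alike.

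General capillary cells were then compared over all genes, since the study asked how the endothelium of a tumour-bearing lung differs from that of a healthy one. The enzyme genes Hpgd, Cyp4b1 and Fmo2 were lower in EA capillary cells, and Cyp26b1 and most members of the matrix, hypoxia and proliferation lists were higher. Hpgd, whose product breaks down prostaglandins, was 5101 CPM in WT and 1403 CPM in EA (log2 -1.86, -1.89 to -1.83). Cyp4b1 and Fmo2, which encode oxidising enzymes of the lung, were 627 and 99.7 CPM (log2 -2.65) and 389.7 and 85.2 CPM (log2 -2.19). Cyp26b1, whose product degrades retinoic acid, was 65.6 CPM in WT and 1381 CPM in EA, 21.04-fold higher (log2 4.39, 4.29 to 4.50), and 13.5 and 343 CPM in erythroid cells, which should lack it. Igfbp7, which encodes a secreted binding protein of the vessel wall, was 185 and 953 CPM (log2 2.37), or 0.72 without the clusters led by Igfbp3 or cell cycle genes.

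Among the other genes at the low end, Slc16a9, a solute carrier gene, was 8.28-fold lower at 346 and 41.8 CPM (log2 -3.05, -3.20 to -2.90), and Hs3st1, whose product sulfates heparan chains, was 4.24-fold lower. Adgrl3, an adhesion receptor gene, Casc4, and Tcn2, which encodes a carrier of vitamin B12, were between 3.41-fold and 3.79-fold lower. At the high end, Rgcc, a cell cycle regulator gene, was 26.5 and 175 CPM (log2 2.72) and Lrg1, which encodes a secreted promoter of vessel growth, was 54.9 and 315 CPM (log2 2.52). The remaining genes at the high end are known markers of other cells. Chil3, a chitinase-like gene of macrophages, had 0 UMIs in WT and 224 CPM in EA, at least 872-fold higher on a floor of 3 counts for the WT class. Lyz2 was 47.2 and 467 CPM, Scgb1a1 of club cells 183 and 1180.3 CPM, and Sftpc, the surfactant protein gene of alveolar type 2 cells, 273 and 1642 CPM. Set against the same gene in other classes, Igfbp7, Hmgb2, Rgcc and Tsc22d1 had the highest ratios in capillary cells after Chil3, whose place follows from the floor and the class size, and Hs3st1, Iigp1, Slc16a9, Isg15 and Crim1 the lowest. The interferon-induced genes Iigp1 and Isg15 were alike in both libraries in capillary cells (log2 -0.06 and -0.11), with median ratios of 1.02 and 0.84 in other classes. The WT capillary cells include a cluster led by interferon genes.

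**Figure D3:**
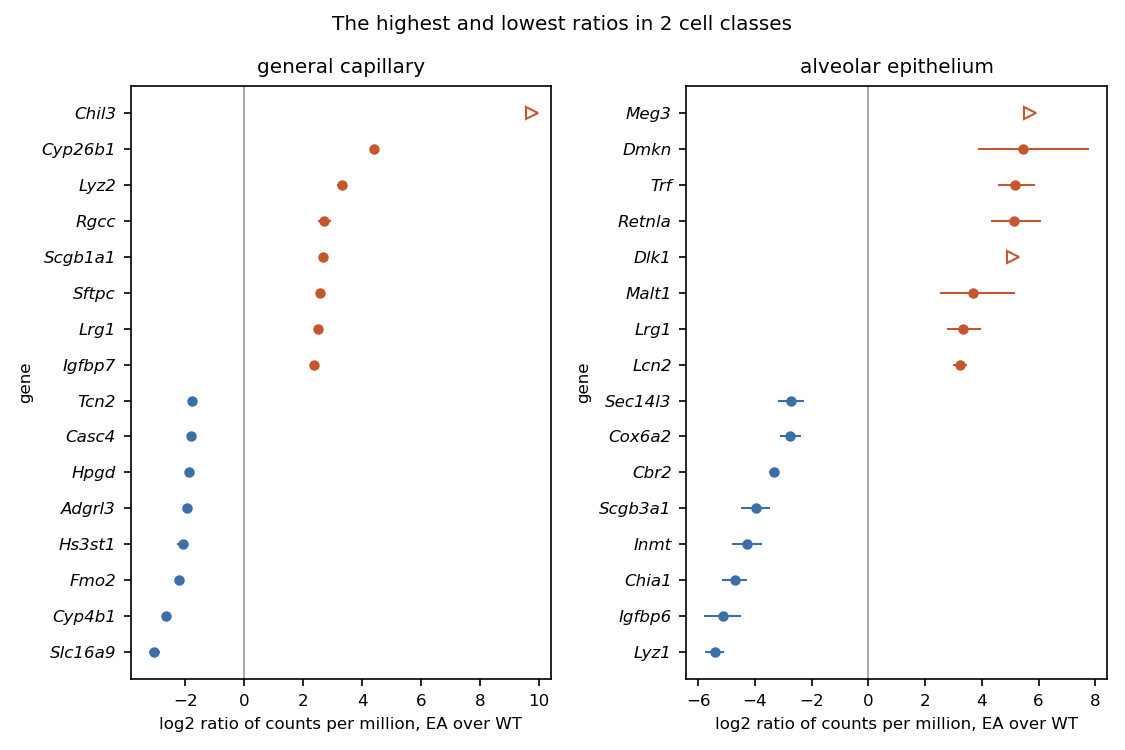
Points show log2 ratios of EA over WT for the 16 genes at the ends of the ranking in general capillary cells and in alveolar epithelium, with exact 95% intervals, and open triangles mark lower bounds for genes with 0 WT counts. Cyp26b1 stands at 4.39 in general capillary cells and Trf at 5.18 in alveolar epithelium.

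Among the fixed gene groups, those of matrix, hypoxia, MAPK output and proliferation had more members higher than lower in EA general capillary cells, and the angiogenesis group did not. Of 44 measured angiogenesis genes 17 were higher and 27 lower, with a median log2 ratio of -0.18 (-0.25 to -0.12) at percentile 6.66 of random lists. Members went far in both directions: Cd34, a sialomucin gene of endothelium, was 120.1 and 413 CPM (log2 1.78), Unc5b, a guidance receptor gene, 12.4 and 40.0 CPM (log2 1.69), and Nrp2, a co-receptor gene for VEGF, 8.29 and 88.4 CPM (log2 3.41, and 2.58 without the Igfbp3-led and cell cycle-led clusters), while the Notch target Hey1 was 212 and 79.6 CPM (log2 -1.41). Of 29 matrix genes 24 were higher, with a median of 1.16 (percentile 100), including the basement membrane collagen genes Col4a1 (751 and 2091 CPM, log2 1.48) and Col4a2 (337 and 1026 CPM, log2 1.61) and the matrix glycoprotein gene Sparc (535 and 1588 CPM, log2 1.57). Of 17 genes of hypoxia and glycolysis 15 were higher, with a median of 0.96 (percentile 100), including Ankrd37 (18.9 and 169 CPM) and the lactate dehydrogenase gene Ldha (80.0 and 205 CPM). Of 18 MAPK output genes 14 were higher, with a median of 0.74 (percentile 100), including the feedback inhibitors Spry4 (38.2 and 117 CPM) and Dusp6 (109 and 284 CPM). These directions were not special to capillary cells: in erythroid cells the matrix list had 21 of 24 members higher (median 1.54, percentile 100), and the hypoxia and MAPK lists had medians of 0.69 and 0.76 (percentiles 99.98 and 99.96). Such medians do not measure amounts of RNA, and whether background RNA accounts for them was not tested.

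Of 20 proliferation genes 19 were higher in EA general capillary cells, with a median log2 ratio of 4.86 (3.999 to 5.42, percentile 100). Mki67, a marker of dividing cells, was 0.598 CPM in WT and 84.6 CPM in EA (log2 7.14, 6.09 to 8.46), and Top2a, which encodes a topoisomerase of dividing cells, was 0.598 and 79.5 CPM. These transcripts lay mostly in EA clusters of 155 cells led by cell cycle genes: without them and the Igfbp3-led clusters the list median was 1.59 and Mki67 was at 3.35. The median was between 1.57 and 1.61 at a resolution of 0.5 or with joint clustering, and 1.04 over members at 20 CPM or more. The chromatin gene Hmgb2 was 95.9 and 238 CPM (log2 1.31), but -0.01 without those clusters, -0.09 with joint clustering and -0.10 at a resolution of 0.5.

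Lists with no clear direction in general capillary cells were those of endothelial activation (8 of 17 members higher, median -0.04, percentile 41.4) and of interferon response and antigen presentation (14 of 37 higher, median -0.08, percentile 64.8). Within the activation list, Plvap, the gene of fenestral diaphragms, was 1549.8 and 601 CPM (log2 -1.37, and -2.06 by the mean of log-normalised cells) and Nos3, the endothelial nitric oxide synthase gene, 23.5 and 51.9 CPM (log2 1.14). The dissociation and immediate early list had 16 of 26 members higher, with a median of 0.18 (percentile 99.9), or -0.01 without the Igfbp3-led and cell cycle-led clusters. The WT class also holds clusters led by interferon genes and by stress genes, which no alternative left out. The interferon and dissociation medians therefore also carry the make-up of the class. RNA of epithelial cells was higher in the same EA cells: 20 of 22 alveolar type 2 genes were higher, with a median of 2.86 (percentile 100), 9 of 13 alveolar type 1 genes, with a median of 1.46 (percentile 99.99) or -0.37 over members at 20 CPM or more, and 18 of 20 genes of alveolar injury and tumour cells, with a median of 1.13 (percentile 100) or 0.36 over members at 20 CPM or more. The class was made of 8 clusters in WT and 5 in EA, and most of its EA cells (4582) were in 1 cluster, so differences within it also carry how each library was divided.

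**Figure D4:**
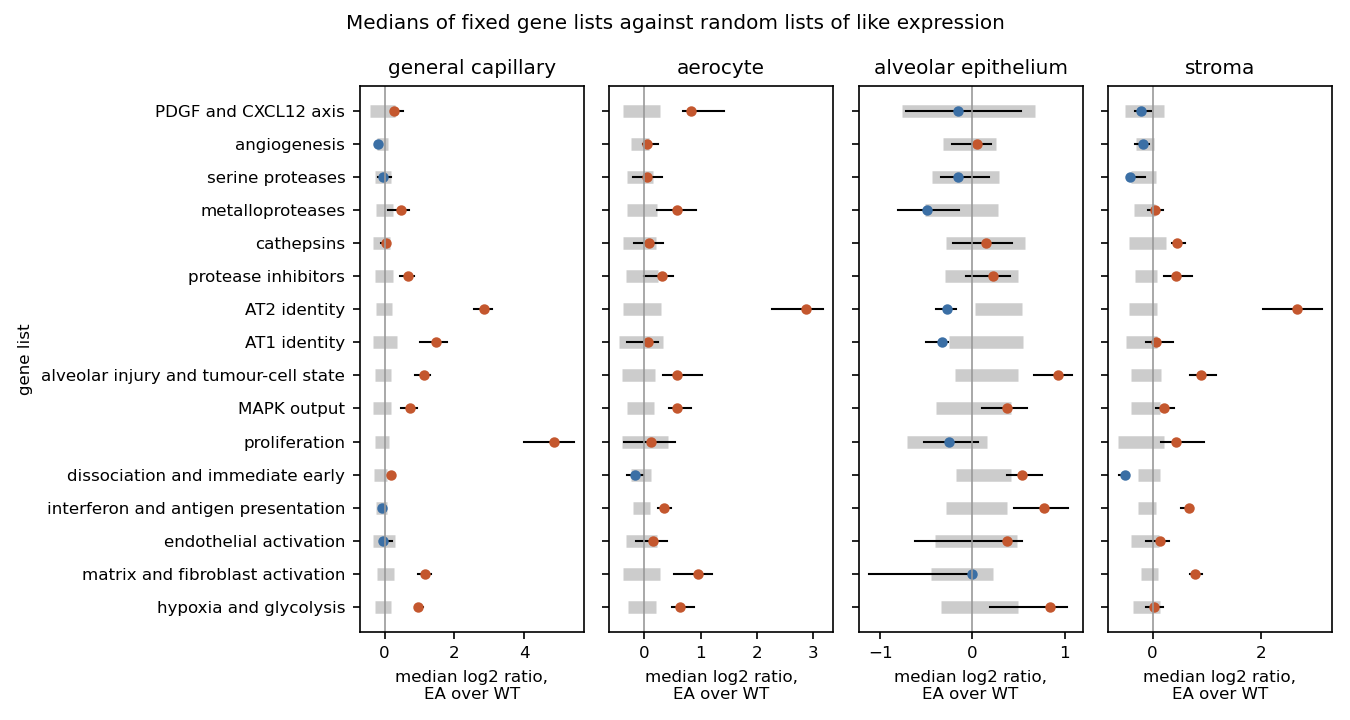
Points show the median log2 ratio of each of 16 gene lists in general capillary cells, aerocytes, alveolar epithelium and stroma, with black lines for counting error and grey bars for the central 95% of random lists. In general capillary cells the matrix list stands at 1.16 and the angiogenesis list at -0.18.

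Protease genes and their inhibitors were compared across classes to ask which cells of the vasculature hold serine proteases and how they differ in tumour-bearing lungs. Serine protease genes had no shared direction in general capillary cells, while metalloprotease and inhibitor genes were more often higher than lower in EA. Of 25 serine protease genes 11 were higher and 14 lower, with a median log2 ratio of -0.06 (-0.19 to 0.18, percentile 48.0), or -0.21 (-0.41 to -0.06) over members at 20 CPM or more. Dpp4, which encodes a membrane-bound dipeptidyl peptidase, was 189 and 73.5 CPM (log2 -1.36), Prss23 91.2 and 59.0 CPM (log2 -0.63), and Furin, the gene of a proprotein convertase that activates growth factors, 50.2 and 72.8 CPM (log2 0.54). Of 32 metalloprotease genes 19 were higher, with a median of 0.46 (percentile 99.8), including Adamts1, whose product cleaves matrix proteoglycans (215 and 596 CPM, log2 1.47), and Adam15 (139.6 and 262 CPM, log2 0.91). Of 20 inhibitor genes 13 were higher, with a median of 0.67 (percentile 100), including the metalloprotease inhibitor gene Timp3 (157 and 322 CPM, log2 1.04). In erythroid cells the metalloprotease and inhibitor medians were 1.11 and 0.67 (both at percentile 100), but -0.58 and -0.0438 in thinned cells. Medians of log2 ratios do not measure amounts of RNA, and whether background RNA accounts for these lists was not tested. Cathepsin genes were evenly split, with 6 of 11 higher and a median of 0.04 (percentile 86.1). The macrophage cathepsin gene Ctss had 0 UMIs in WT capillary cells and 48.2 CPM in EA, at least 188-fold higher, next to 1352 CPM in EA leukocytes.

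In other classes the following protease genes were picked after their values were seen. Prss23 was highest in venous cells, at 1384 CPM in WT and 512 CPM in EA, and next highest in lymphatic cells, at 617 and 231 CPM. Plat, which encodes tissue plasminogen activator, was highest in WT arterial cells (328 CPM) and in stroma (166 and 149 CPM), against 78.2 and 88.4 CPM in general capillary cells. Htra3 and the complement protease gene C1s1 were held by stroma, at 208 and 129 CPM and at 265 and 322 CPM. In stroma 9 of 24 serine protease genes were higher, with a median of -0.42 (percentile 1.40), or 0.29 without the sub-clusters led by markers of another class. The gelatinase gene Mmp2 was 194 CPM in WT and 431 CPM in EA stroma (log2 1.15), and the stromelysin gene Mmp3 368 and 213 CPM. Mmp12, the macrophage elastase gene, had 0 UMIs in these WT classes and 193 CPM in EA leukocytes.

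Alveolar epithelium was compared because the tumours of this model grow from it. EA alveolar cells held more RNA for the iron carriers transferrin and lipocalin 2, and less for the lysozyme Lyz1 and the reductase Cbr2. Trf, the transferrin gene, was 60.6 CPM in WT and 2194 CPM in EA, 36.2-fold higher (log2 5.18, 4.59 to 5.84), and Lcn2, the lipocalin gene, 513 and 4792 CPM (log2 3.22, 3.02 to 3.43). The neighbouring imprinted genes Meg3 (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726, a long noncoding RNA) and Dlk1 (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) had 0 UMIs in WT and 409 and 271 CPM in EA, at least 51.8-fold and 34.2-fold higher on a floor of 3 counts for the WT class. Lyz1, a lysozyme gene, was 995 and 23.3 CPM, 42.8-fold lower (log2 -5.42, -5.72 to -5.13), and Cbr2, a carbonyl reductase gene, 1835 and 182 CPM (log2 -3.34).

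Retnla, a resistin-like gene, was 34.2 and 1216 CPM (log2 5.15), Dmkn 7.90 and 348 CPM on 3 WT UMIs (log2 5.46, 3.91 to 7.74), Malt1, which encodes a signalling protease of the NF-kappaB pathway, 15.8 and 204 CPM (log2 3.69), and Lrg1 73.7 and 750.2 CPM (log2 3.35). Lower in EA were Igfbp6, the chitinase gene Chia1, the methyltransferase gene Inmt, the oxidase subunit gene Cox6a2 and Sec14l3, at log2 ratios between -5.12 and -2.73. Sec14l3 and Cbr2 were also among the leading genes of ciliated clusters in both libraries, Cbr2 and Retnla of EA club clusters, Igfbp6 of WT mesothelial cells and Inmt of WT stroma, so RNA or cells of other classes are not set apart here. The airway secretoglobin gene Scgb3a1 was 216 and 13.7 CPM (log2 -3.98), but its ratio was 4.25 at a mitochondrial limit of 10%, 0.89 with joint clustering and 1.003 at a resolution of 0.5. Set against other classes, Irx1 and Lyz2 were also at the low end (log2 -1.10 and -1.68), and Ptgs1, a cyclooxygenase gene, and H2-Q7, a class I antigen-presenting gene, at the high end (log2 1.82 and 2.84). Lyz2 was at 0.21 by the mean of log-normalised cells.

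By group, 15 of 22 alveolar type 2 genes were lower in EA alveolar cells, with a median log2 ratio of -0.28 (-0.40 to -0.18, percentile 0.03). It was -0.0682 (-0.14 to 0.0322) without the Lcn2-led clusters and -0.0954 by the mean of log-normalised cells. Sftpa1, a surfactant protein gene, was 22579 and 7376 CPM (log2 -1.61, and -0.08 by the mean of log-normalised cells), and Etv5, which encodes a transcription factor of type 2 cells, 250.1 and 89.5 CPM (log2 -1.48), while Il33, an alarmin gene, was 57.9 and 339 CPM (log2 2.55, and 1.28 at a mitochondrial limit of 10%). Of 13 alveolar type 1 genes 10 were lower, with a median of -0.33 (percentile 1.09), 0.02 at a mitochondrial limit of 10% and -2.06 by the mean of log-normalised cells. Without the Lcn2-led clusters the AT1 identity list in alveolar epithelium was at -0.00637. With 30 of the 77 WT cells but 0 of the EA cells in a cluster named type 1, this list also carries the make-up of the class. Of 20 genes of alveolar injury and tumour cells 19 were higher, with a median of 0.93 (percentile 100) or 0.30 by the mean of log-normalised cells, including the chaperone gene Clu (361 and 1709 CPM). Of 37 genes of interferon response and antigen presentation 31 were higher, with a median of 0.78 (percentile 100), including the class I gene H2-K1 (466 and 1493 CPM, log2 1.68). Hypoxia and glycolysis genes were higher in 10 of 15 cases, with a median of 0.84 (percentile 99.99), including Gapdh (250.1 and 778 CPM), and dissociation genes in 20 of 26, with a median of 0.54 (percentile 99.6).

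The MAPK output list had 13 of 20 members higher in EA alveolar cells, with a median of 0.38 (percentile 94.8), 1.15 at a mitochondrial limit of 10% and -0.44 by the mean of log-normalised cells. Within it the feedback phosphatase gene Dusp6 was 15.8 and 68.6 CPM (log2 2.12) and the cyclin gene Ccnd1 161 and 393 CPM (log2 1.29). Metalloprotease genes were lower in 14 of 22 cases, with a median of -0.49 (percentile 3.07) or 0.14 at a mitochondrial limit of 10%, including the membrane peptidase genes Mme (237 and 80.7 CPM) and Enpep (166 and 88.1 CPM). For proliferation, endothelial activation, angiogenesis, matrix, serine protease, cathepsin, inhibitor and axis genes the medians lay between -0.25 and 0.38, at percentiles from 29.1 to 91.2. All of these values rest on 77 WT cells. The WT cells were 30 of type 1 and 47 of type 2, whereas all EA clusters were named type 2 and 895 of the 1394 EA cells were in a cluster led by Lcn2. Those 895 cells had a median mitochondrial share of 1.28% and 3737 CPM (3640 to 3836) of Malat1, against 3.50% and 18426 CPM in the EA cluster of 488 cells, and their quality is left open. Without them 499 of the 9457 kept EA cells were alveolar, and Lcn2 in alveolar epithelium was at log2 3.20 (3.00 to 3.42).

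Log2 ratios of single genes in this class also moved with the processing. A mitochondrial limit of 10% gave 9.88 for Meg3, 7.45 for Dlk1, 2.67 for Retnla, 4.68 for Dmkn, -4.70 for Lyz1 in alveolar epithelium, -4.35 for Igfbp6, -3.00 for Inmt and -1.95 for Sec14l3. The mean of log-normalised cells gave 2.32 for Meg3, 1.98 for Dlk1, 4.24 for Retnla, 4.52 for Trf, -3.86 for Lyz1 and 0.94 for Clu.

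The last comparisons covered aerocytes and stroma by the same questions as general capillary cells. EA aerocytes shared Cyp26b1, 27.1-fold higher at 11.1 and 301 CPM (log2 4.76, 4.14 to 5.46, and 6.10 without the cells of highest doublet score), which is below the level of EA erythroid cells (343 CPM), and Hpgd, 2.92-fold lower at 2643 and 904 CPM (log2 -1.55). Ankrd37, a hypoxia-induced gene, was 12.1 and 228 CPM (log2 4.23), and Sparcl1, a matrix glycoprotein gene, 56.5 and 423 CPM (log2 2.91). Fibin, a marker of aerocytes, was 2058 and 645 CPM (log2 -1.67), and Tcn2, Slc16a9 and Fmo2 were again lower. Plat was 16.6 and 55.5 CPM (log2 1.74, and 2.36 in thinned cells). Of 15 matrix genes 13 were higher, with a median log2 ratio of 0.96, and of 14 hypoxia genes 13, with a median of 0.63 (both at percentile 100). The medians of these lists in erythroid cells were 1.54 and 0.69. Such medians do not measure amounts of RNA, so background RNA is neither shown nor excluded for the 2 lists. Interferon and antigen presentation genes were higher in 29 of 35 cases, with a median of 0.34 (percentile 100), which was 1.18 in thinned cells. Sftpc was 163 and 1203 CPM and Lyz2 25.7 and 339.6 CPM in the same cells.

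EA stroma held less RNA for Hhip, Aspn, Igfbp3 and Mustn1. Hhip, a hedgehog-binding gene, was 1081 and 147 CPM (log2 -2.88, -3.05 to -2.71), Aspn, a matrix proteoglycan gene, 688 and 106 CPM (log2 -2.70), Igfbp3 351 and 51.7 CPM (log2 -2.76) and Mustn1 494 and 103 CPM (log2 -2.26). All 4 are among the top genes of a WT cluster of 346 cells named myofibroblast, and no EA cluster or sub-cluster took that name. Hp, the haptoglobin gene, was 4.87 and 238 CPM (log2 5.61, and 4.62 in thinned cells) and Saa3, a serum amyloid gene, 31.0 and 281 CPM (log2 3.18). Of 30 matrix genes 24 were higher, with a median of 0.78 (percentile 100), including Ltbp2 (88.3 and 746 CPM, log2 3.08, and 2.14 by the mean of log-normalised cells) and Timp1 (65.3 and 372 CPM, log2 2.51). Of 19 inhibitor genes 14 were higher, with a median of 0.44 (percentile 100), including Serpine2 (157 and 627 CPM). The erythroid medians of the matrix and inhibitor lists were higher still, at 1.54 and 0.67. Medians of log2 ratios do not measure amounts of RNA. Whether background RNA accounts for these list medians in stroma therefore cannot be told from them. Interferon and antigen presentation genes were higher in 32 of 37 cases (median 0.68, percentile 100), and dissociation genes lower in 22 of 26 (median -0.52, percentile 0.01). Sftpc stood at 145 and 2184 CPM and Scgb1a1 at 128 and 1343 CPM in these cells. The median ratio of all genes was -0.16 in stroma, -0.20 in erythroid and -0.13 in venous cells, which shifts every ratio in those classes.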

Values the study reported

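The study reported a log2 fold change of 1.453 for Cxcl12 in capillary endothelial cells of Eml4-Alk lungs relative to healthy lungs. That value belongs to a comparison of single cells by a rank-sum test, whereas the main ratios here are of summed counts. It also reported higher Pdgfb in both of its capillary compartments, and alike levels of Pdgfra and Pdgfrb in the stroma of both conditions. Several markers from an angiogenesis module of 28 genes were reported in its endothelial cells. Sequencing was reported at 9727 mean raw reads per cell for the Eml4-Alk library and 15,929 for the healthy library. After its filters the study analysed 8127 cells from Eml4-Alk lungs, and it counted 4766 Eml4-Alk and 7447 healthy general capillary cells, which do not add up to the total of 12,183 given with them.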

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

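All 3 tests of the higher Cxcl12 and all 3 tests of the cycling cells were chosen only after the result was seen, while the tests of surfactant RNA were fixed before it.

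The higher Cxcl12 in EA general capillary cells (863 and 1862 CPM) is of interest because WT arterial cells carry more of it than WT capillary cells and no EA cluster was named arterial, and because a WT general capillary cluster of 388 cells, with Edn1 and Efnb2 among its leading genes, stood at 2422 CPM, above WT arterial cells (2036 CPM) and all EA clusters of the class. Arterial cells counted in the EA class would have to make up 85.2% of it, while the arterial markers that were at least 5-fold higher in WT arterial than in WT capillary cells (Gja5, Bmx and Dkk2) give 11.6% at the highest, with an upper limit of 17.1%. That limit to specific markers was set after Gja4, only 1.63-fold apart between these classes, had given an implied share of 118%. Free Cxcl12 RNA would give all classes a like amount. Yet the highest difference in another class was 264 CPM (stroma) against 998 CPM in general capillary cells. With every cell thinned to 1000 UMIs the log2 ratio was 1.15 against 1.11. Thinning leaves the expected share of a gene in summed counts unchanged, so this ratio cannot decide on depth. The share of cells with a Cxcl12 UMI does depend on depth, and it stayed higher in EA after thinning, as given above. A state of capillary endothelium in tumour-bearing lungs remains a hypothesis that may account for the difference. A larger share of cells like that WT cluster was not tested and is not excluded. Differences in preparation between the pools and in exposure to the adenovirus cannot be told apart from genotype with 1 library each.

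Surfactant RNA was higher in EA cells of every compared class outside the alveolar epithelium, with Sftpc at 273 and 1642 CPM in general capillary cells. Free alveolar RNA in the EA suspension could give this. Across 6 classes the type 2 genes stood at a median of 0.968% to 2.05% of their alveolar level. In the middle class their ratios to that level had a median absolute deviation of 0.274 on the log2 scale. Only genes with at least 10 UMIs in the EA class entered (8 in venous, 20 in general capillary cells), which can leave out low ratios and narrow the spread. Single genes ranged from log2 -6.52 to -4.46 in general capillary cells and from -6.35 to -3.05 in stroma. Doublets with alveolar cells would put most of the Sftpc UMIs in few cells, but the 5% of EA general capillary cells with the most held 31.1% of them, against 17.9% simulated for evenly spread RNA. That share lies above an even spread, so a part from doublets is not excluded. Doublets would also keep the ratios of the type 2 genes to each other, so those ratios cannot tell the 2 sources apart. No biological source in capillary cells was tested.

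Cycling cells were seen among EA general capillary cells, with an Mki67 UMI in 166 of 5118 cells (3.24%) against 7 of 6405 in WT (0.109%). Doublets or cells of another class would bring that class's markers, whose median allows at most 3.18% (erythroid) of the RNA in the 2 cycling clusters of 155 cells, while doublet scores give no evidence here, since their caller is not taken to have worked. A first version of this test, on pan-endothelial markers, gave a median log2 ratio of -0.59 to the main EA cluster and left the matter open, and it was replaced after that was seen. Without any clustering, 1.81% of kept EA cells and 0.166% of kept WT cells held both Mki67 and Cdh5 UMIs, and after thinning the shares among general capillary cells were 2.65% and 0.0698%. Division of endothelial cells in EA lungs may be a candidate explanation, but their place in this class stays open, since Cdh5 marks all endothelium and the proliferation median of 4.86 was 1.61 with joint clustering and 1.57 at a resolution of 0.5. Preparation of the pools and exposure to the adenovirus are confounded with genotype.

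Other results stood out and are given as values. Pdgfb was lower in EA venous cells (log2 -0.66) and higher in EA aerocytes (log2 0.82), and the difference was not tested. Cxcl12 was lower in EA venous cells (log2 -0.31) and higher in EA aerocytes (log2 1.54) by 182 CPM against 193 CPM in erythroid cells, the venous ratio was 0.15 with Ptprc cells kept, and this difference was not tested either. A Ptprc UMI was found in 16.5% of all EA barcodes and in 0.0315% of all WT barcodes, although both suspensions had been depleted of CD45-positive cells. EA barcodes removed by the filters held 50 Alk UMIs, 40 of them removed by the mitochondrial limit, against 0 in removed WT barcodes. The unnamed EA clusters of 256 cells held 2652 CPM of Mcpt8, a protease gene of basophils, in 66.4% of cells, against 0 CPM in the unnamed WT clusters.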

How the results depend on the processing

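Class shares, lists in the 4 main classes, named genes there and the ratios given for other classes were recomputed under the alternatives that touch them, and the cause was not tested for any value that moved or changed direction. No paired analysis was possible because each group holds 1 library. Pdgfb in general capillary cells stayed between log2 0.56 and 0.64 throughout. Over all alternatives 68 of 182 class share values moved, as percentages that have no direction to reverse. Of 3453 gene values 613 moved and 28 reversed, and of 743 list values 130 moved and 15 reversed. These totals leave out results that were followed separately, among them the pericyte difference and the ratios of Pdgfra and Pdgfrb in stroma. The reversals of these results, given below, therefore come on top of the totals. Alveolar ratios are not available with Ptprc cells kept, with at least 1000 UMIs or in thinned cells, where WT held fewer than 50 alveolar cells. The doublet caller marked 0 cells, so that alternative gives no values.

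With Ptprc cells kept, Cxcl12 in general capillary cells was at log2 1.04, and Plat there (-0.0758) and Cxcl12 in venous cells (0.15) reversed. At a mitochondrial limit of 10% Cxcl12 was 1.02 and the pericyte difference -0.877 points. Directions reversed there for Pdgfb in stroma (-0.0103), protease inhibitors in erythroid cells (-0.43) and, in alveolar epithelium, for Scgb3a1 (4.25), Hopx (0.11), Col3a1 (0.57), metalloproteases (0.14) and alveolar type 1 genes (0.0210). Among cells with at least 1000 UMIs the pericyte difference reversed to 3.63 points and proliferation in stroma to -0.27, and Cxcl12 was 1.17.

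In thinned cells Cxcl12 was 1.15, the angiogenesis list in general capillary cells -0.11 and Pdgfb in aerocytes 0.997. Pdgfra (0.12), Pdgfrb (-0.0479) and Vegfa (0.0421) reversed in stroma, and the dissociation list (0.0213) in aerocytes. Metalloproteases (-0.58) and protease inhibitors (-0.0438) reversed in erythroid cells. Joint clustering reversed Hmgb2 in general capillary cells (-0.0927), Pdgfb in stroma (-0.23) and Scgb3a1 in alveolar epithelium (0.89), and moved Pdgfrb in stroma to 0.39. A resolution of 0.5 reversed Hmgb2 (-0.0969) and Scgb3a1 (1.003) in the same classes and gave a pericyte difference of -1.92.

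Median-of-ratios scaling gave 1.17 for Cxcl12, -0.0539 for Pdgfra and 0.37 for Pdgfrb. The mean of log-normalised cells gave 1.29 for Cxcl12, -0.27 for the angiogenesis list and 0.97 for Pdgfb in aerocytes, and it reversed Pdgfra (0.00385) and Pdgfrb (-0.36) in stroma. In alveolar epithelium it gave 2.59 for the EA level of Alk and -0.0954 for the alveolar type 2 list, and it reversed Lyz2 (0.21), Ackr3 (-0.59), Wfdc2 (0.36), Ier3 (-0.36) and the MAPK list (-0.44). With mitochondrial, ribosomal and haemoglobin genes out of the total Cxcl12 was 1.15. Over members at 20 CPM or more the serine protease list was -0.21 in general capillary cells, and the alveolar type 1 list there (-0.37) and, in stroma, the axis (0.17) and proliferation (-0.0193) lists reversed.

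The remaining alternatives were chosen after the data were seen. Without the highest doublet scores the pericyte difference was -0.326 and Pdgfrb in stroma 0.37. Cxcl12 in venous cells (0.0646), Plvap in aerocytes (0.00595), the angiogenesis list in stroma (0.17) and, in alveolar epithelium, Cxcl12 (-0.36), Ackr3 (-0.61), Vwf (-0.00257) and Flt1 (-0.26) reversed. Without the Igfbp3-led and cell cycle-led clusters 50 of 88 gene values and 4 of 14 list values moved, the largest share of moved gene values of any alternative. Cxcl12 was 1.22 there, and Hmgb2 (-0.00651) and the dissociation list (-0.00872) reversed in general capillary cells. Without the Lcn2-led alveolar clusters Cxcl12 (-0.41) and Ackr3 (-0.0860) reversed and the alveolar type 2 list was -0.0682. Without mixed stromal sub-clusters Ackr3 (0.43), Dpp4 (0.29), Plvap (0.59), the angiogenesis list (0.17) and the serine protease list (0.29) reversed in stroma. Leaving out cells with a UMI of Gja5 or Bmx reversed 0 values and moved 1, that of Plat in general capillary endothelium (0.0289).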

Other observations

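Part of the EA cells fell in clusters that no marker list described. The 256 cells of unnamed EA clusters carried the chemokine genes Ccl4 (17145 CPM) and Ccl3 (11268 CPM), the mast cell and basophil protease genes Mcpt8 (2652 CPM) and Cpa3 (561 CPM), the transcription factor gene Gata2 (752 CPM) and the cytokine gene Il6 (657 CPM), which were chosen after their values were seen. They had no Ptprc UMI, as all kept cells. Cpa3 was found in 55.5% of these cells, and kept WT cells held 2 UMIs of Mcpt8 in all. Unnamed WT clusters were of another kind: 538 cells at a median of 677.5 UMIs were led by Epas1 and Hpgd, 225 by Inmt and Mfap4, 13 by the muscle genes Acta1, Myl7 and Tnnt2, and 43 by the squamous keratin genes Krt13, Krt4 and Krt5.

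Leukocyte RNA was near absent from the whole WT library, before any filter. Over all WT barcodes Chil3 had 6 UMIs, Ctss 18, Cd3e 0 and Mmp12 0, while over all EA barcodes Chil3 had 144827, Ctss 41689, Cd3e 324 and Mmp12 11285. Malat1, a nuclear noncoding RNA, was 32810 CPM over all WT barcodes and 14461 CPM over all EA barcodes, and it was lower in EA in general capillary cells (38326 and 17604 CPM), stroma (46824 and 22386 CPM) and erythroid cells (11875 and 6019.7 CPM). Mki67 UMIs were also found in 36 of 1394 EA alveolar cells (2.58%) and in 10 of 443 EA erythroid cells. Within EA alveolar epithelium, Alk stood at 7.58 CPM (5.11 to 10.8) in the deeper cluster of 488 cells (median of 7881.5 UMIs) and at 5.30 CPM (2.29 to 10.4) in the Lcn2-led cluster (median of 1331 UMIs).

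The number of kept WT cells here was 10254, from 15867 barcodes, and the number of kept EA cells 9457, from 21856 barcodes. The EA count is higher than the value quoted from the study above.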
